A study of Homo sapiens with 6 samples. Its data were reported in "Correcting PCR amplification errors in unique molecular identifiers to generate accurate numbers of sequencing molecules" (2024).

How the data were processed

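Single-cell RNA sequencing was measured in 6 samples of mixed cells labelled JJN3 and 5TGM1, which the labels put in 6 groups of 1. Cells were captured with 10X Chromium or with Drop-seq on the Nadia system, and the cDNA was amplified and read with nanopore sequencing. The cycle numbers 25, 30 and 35 and the numbers of cells were taken from the labels. For the single-cell libraries it compares, the study's main text gives lower cycle numbers, which in its methods are the cycles after the library was split. It also names the labelled numbers among the aliquots of a split Drop-seq PCR product. By its wording, the Drop-seq libraries it compares came from the same split. For 10X the methods also give cycles before the split, and the sums are the 30 and 35 of the labels. The human line is JJN3 in the labels and in the study's single-cell methods, while its figure legend and cell culture section name Jurkat, so the human line is named here only as labelled. Genes of plasma cells and of T cells were counted in human cells for this reason, with lists of 10 and 15 genes drawn up after a first look at such genes in the data and with values below 3 left out of every library.

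The deposited matrices held whole-number UMI counts per barcode and Ensembl transcript, which the authors made before any normalization. According to their methods, reads were base called with Guppy, barcodes and UMIs were found beside the polyA tail and primers, and reads were mapped with minimap2 to human hg38 and mouse mm10 transcripts. The authors counted 10X UMIs with the directional method of UMI-tools. Drop-seq UMIs were counted either as monomers with UMI-tools or as homotrimers with their own set cover script, and which of these made the Drop-seq files is not stated. The smallest stored values of 1, 3 and 2 point to filters that are not stated either. All barcodes had 10 bases in every matrix, fewer than the study's methods give for either platform. How they were shortened is not stated, so different cells could share a stored barcode, and mixed cells, shared barcodes and barcodes 1 mismatch apart all refer to the stored sequence. A low entry is therefore missing and not 0, which lowers counts more in the shallower library of a pair and can raise ratios. For the sample with only read numbers, the file gave reads, reads with polyA and their percent.

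Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Species was read from the prefix of the transcript identifier. Of 46484 human transcript identifiers in the matrices, 42740 (91.9%) matched GENCODE release 44 on hg38 without their version and 38756 (83.4%) with the same version. Names, positions, lengths and GC content came from that release, which is later than the Ensembl release the authors name. Mouse transcripts carry no names or positions, because a mouse annotation was not used here.

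Cells were the barcodes with the most counts, as many as the label gave. No doublet caller was run. Mixed cells were counted as mixed, and doublets of 1 species stayed in. Shares have exact Clopper-Pearson intervals, totals exact Poisson intervals, and ratios exact conditional binomial intervals. The counts come from molecules copied by PCR and from entries that passed an unknown filter, so the intervals cover counting error only. Log2 ratios used CPM over the counts in cells with a pseudocount of 0.5 counts, and a transcript was tested at 100 counts or more over both libraries. A transcript was called changed at 2-fold or more, a rule of size and not a test. The number expected from sampling came from 100 binomial draws. A stricter expectation, which drew whole barcode and transcript entries, was also made. Its numbers are not given, because it reassigns entries of cells between libraries. They were far larger than the binomial ones on both platforms, stayed far below the number called in 10X, and in Drop-seq lay far above the 0 called.

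On simulated data with 200 transcripts changed 4-fold, 158 of the 158 that passed the minimum were recovered for 10X over 791 transcripts and 150 of 150 for Drop-seq over 875 transcripts. Unchanged transcripts called were 0 in both. The simulated counts were Poisson draws of transcript totals, without cells, whole entries or a smallest stored value. The 0 therefore says nothing of calls that come from whole entries or from the filter. That simulation was scaled by the median of ratios, unlike the reported comparison, because so many large changes move the total. Thinning stored entries and applying the smallest value again equals thinning before the filter by construction. A simulation with the same draws was run only to check the code. This holds for thinning a library to a total. The thinning of single cells for transcripts per cell did not apply the smallest value again.

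The named transcripts followed a rule fixed before the data were examined. It took 3 transcripts from the study's text, the 5 highest and 5 lowest log2 ratios of each pair, and the 3 most abundant human and mouse transcripts of each library. Only some of the human and mouse transcripts under this rule are printed.

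Alternatives fixed before the data were examined changed the barcodes taken as cells (at least 100 counts, the number of cells halved, barcodes shared by a pair, all barcodes), the purity (80% and 95%), the thinned depth (100 and 400), the minimum per transcript (50 and 200) and the scaling (CPM within species, median of ratios). They also left out the 10 most abundant transcripts or merged barcodes 1 mismatch apart. Alternatives added after the data were seen left out the smallest stored values or thinned the 35-cycle library to the 30-cycle total. In the tests of explanations, a cause was taken as excluded when over 3 times as many transcripts stayed changed as the largest number from sampling whole entries. That rule replaced, for length and GC content, an earlier one that asked if over 50% of the changed transcripts stayed changed, and it was set after those values were seen. The change reversed the reading of GC content, which the earlier rule would have taken as a fitting cause, and left that of length as it was. The share of matching species expected from barcode errors was also worked out after the matches were seen, in place of an arbitrary margin. An excess of near barcodes was first to be read as barcode errors by itself, and the species match was added to that reading afterwards.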

Results

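The series held single-cell RNA sequencing of mixed human and mouse cells, labelled JJN3 and 5TGM1, read on nanopore instruments. A unique molecular identifier (UMI) is a short random sequence that marks each captured RNA molecule before PCR, so that copies can be counted once. The 6 samples fell into 6 groups of 1 library each. A pair of libraries came from the 10X Chromium system and carried 30 or 35 PCR cycles in their labels. Another pair came from Drop-seq, which captures cells with barcoded beads in droplets, again at 30 and 35 cycles. A further Drop-seq library had 25 cycles, and the last Drop-seq sample gave only read numbers. With 1 library per group there was no replicate check of any difference and no test between groups. Every interval given is a 95% interval that covers counting error only, apart from that for transcripts per cell, which was built from the intervals of both medians.

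The 25-cycle Drop-seq library held 2311090 UMI counts over 323970 barcodes. The Drop-seq libraries held 528502 counts over 20705 barcodes at 30 cycles and 827152 counts over 31160 barcodes at 35 cycles. The 10X libraries held 494147 counts over 13857 barcodes at 30 cycles and 740994 counts over 18087 barcodes at 35 cycles. The smallest value stored was 1 in the 25-cycle library, 3 in the other Drop-seq libraries and 2 in both 10X libraries, so lower values were missing and depths were not comparable across these 3 sets. Cells were the barcodes with the most counts, as many as the label gave, which was 1000 for the 25-cycle library, 500 for the other Drop-seq libraries and 2000 for 10X. These cells held 23.7% of the counts in the 25-cycle library, 48.4% and 43.7% in Drop-seq at 30 and 35 cycles, and 63.1% and 59.3% in 10X. The median UMI count per cell was 262 in the 25-cycle library, 252.5 and 379 in Drop-seq at 30 and 35 cycles, and 119 and 174.5 in 10X. Halving the number of cells moved these medians to 512 in the 25-cycle library, 531 and 746.5 in Drop-seq, and 176 and 245 in 10X.

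Mixing cells of 2 species asks whether a barcode stands for 1 cell. A cell was assigned to a species when at least 90% of its counts lay on transcripts of that species. In 10X, 188 of 2000 cells were mixed at 30 cycles (9.4%, exact Clopper-Pearson interval 8.16 to 10.8%) and 208 at 35 cycles (10.4%, 9.10 to 11.8%). In Drop-seq, 43 of 500 cells were mixed at 30 cycles (8.6%, 6.29 to 11.4%) and 26 at 35 cycles (5.2%, 3.42 to 7.53%). The intervals of both pairs overlapped. The 25-cycle library had 159 mixed cells of 1000 (15.9%, 13.7 to 18.3%). A purity of 95% moved this share most, to 44% in the 25-cycle library.

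Human cells made up 55.5% of the single-species 10X cells at 30 cycles (53.2 to 57.8%) and 50.8% at 35 cycles (48.5 to 53.2%). In Drop-seq they made up 36.3% at 30 cycles (31.9 to 40.9%), 34.8% at 35 cycles (30.5 to 39.3%) and 29.8% at 25 cycles (26.8 to 33.1%). The share of a single-species cell's counts on the other species had a median of 3.68% in the 25-cycle library. That median was 0% in both 10X libraries and in Drop-seq at 30 cycles, and 0.316% in Drop-seq at 35 cycles. With values below 3 left out, a choice made after the data were seen, the median of the 25-cycle library was also 0%.

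**Figure D1:**
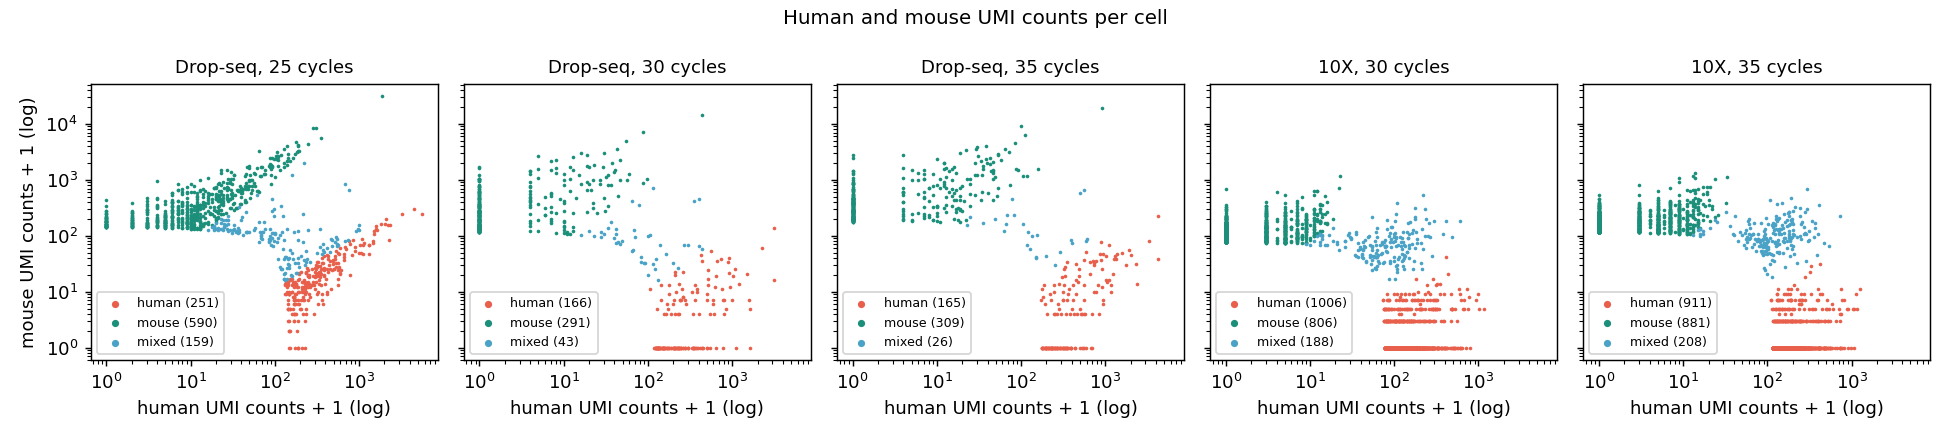
Human against mouse UMI counts of each cell, plus 1, on log axes, with 1 panel per library and colours for human, mouse and mixed cells. The mixed cells lie between the arms along each axis and number 159 in the 25-cycle library, 43 and 26 in Drop-seq and 188 and 208 in 10X.

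The 30- and 35-cycle libraries ask whether more PCR gives more UMIs from the same cells. In 10X the cells held 311959 counts at 30 cycles (exact Poisson interval 310865 to 313056) and 439206 at 35 cycles (437908 to 440507), a ratio of totals of 1.41 (1.40 to 1.41). The ratio of the median counts per cell was 1.47. In Drop-seq the cells held 255663 counts at 30 cycles (254673 to 256656) and 361402 at 35 cycles (360225 to 362582), a ratio of totals of 1.41 (1.41 to 1.42) and of medians of 1.5. The reads behind each library were not given in the files used, so these ratios also carry any difference in sequencing depth. Taking as cells all barcodes with at least 100 counts changed the direction of the Drop-seq ratio of medians, to 0.948, and brought the 10X ratio to 1.05. In Drop-seq 555 barcodes reached that minimum at 30 cycles and 836 at 35 cycles, and in 10X 1326 and 2403.

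Barcodes that were cells in both libraries of a pair allowed the same comparison cell by cell. In 10X, 1541 barcodes were cells at both cycle numbers, the median ratio of their counts was 1.46 with quartiles of 1.17 and 1.80, and 1327 of them (86.1%) had more counts at 35 cycles. In Drop-seq, 446 barcodes were cells at both, the median ratio was 1.44 with quartiles of 1.31 and 1.63, and 443 (99.3%) had more counts at 35 cycles. No shared barcode was human in one library and mouse in the other, over the 1353 and 416 barcodes that were of 1 species in both. Of the barcode and transcript combinations stored at 30 cycles in these cells, 25.8% were stored again at 35 cycles in 10X and 83.8% in Drop-seq. The smallest stored values differed between the platforms, so these shares do not share a scale.

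**Figure D2:**
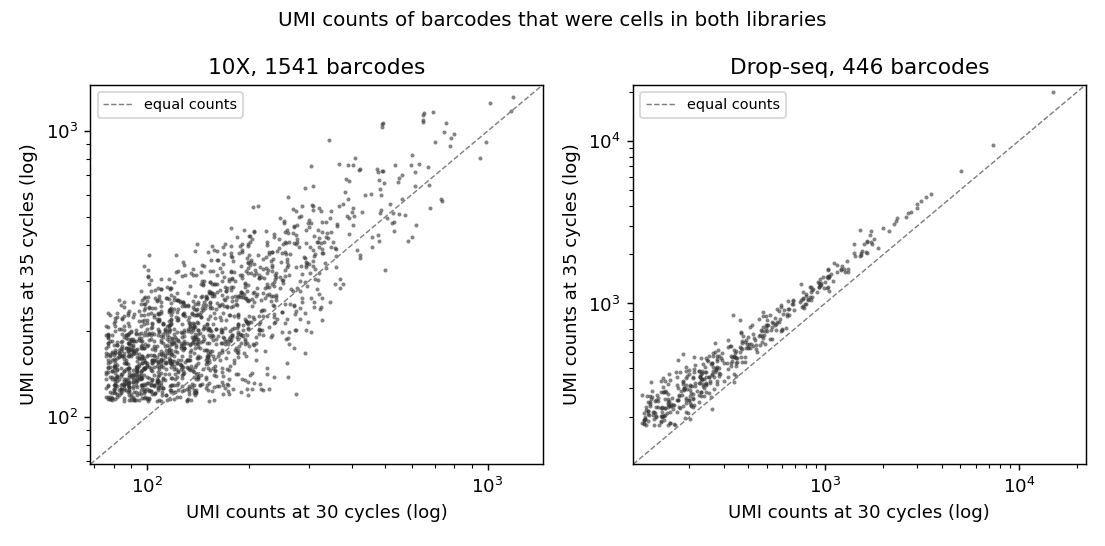
UMI counts at 30 cycles against 35 cycles, on log axes, of the 1541 10X and 446 Drop-seq barcodes that were cells in both libraries, 1 point per barcode, with a dashed line at equal counts. Most points lie above the line, 86.1% in 10X and 99.3% in Drop-seq.

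Transcripts detected per cell depend on depth, so cells with at least 200 counts were thinned to 200. The smallest stored value was not applied again after this thinning. That filter had acted on libraries of unequal depth, so the ratios can still carry an effect of depth. In 10X the median was 112 transcripts at 30 cycles over 373 cells, with 1627 shallower cells left out, and 106 at 35 cycles over 760 cells, with 1240 left out. The ratio was 0.946, against medians of 119 and 113 before thinning. In Drop-seq the median was 77 at 30 cycles over 315 cells, with 185 left out, and 77.5 at 35 cycles over 448 cells, with 52 left out. That ratio was 1.01, against 83 and 84 transcripts before thinning. The 10X ratio changed direction at 100 counts per cell, where it was 1.02.

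The level of each transcript was compared between the cycle numbers of a pair as a log2 ratio of counts summed over cells and scaled to a common total (CPM). In 10X, 820 transcripts had at least 100 counts over both libraries, 427 of them human and 393 mouse. Of these, 115 were at least 2-fold higher at 35 cycles and 137 at least 2-fold lower. Binomial sampling of the same counts with no change gave a mean of 0.09 such transcripts over 100 draws. Human transcripts were mostly lower, with 118 lower and 29 higher, and mouse transcripts mostly higher, with 86 higher and 19 lower. The human share of the counts in cells fell between these libraries, and CPM within each species gave 82 higher and 119 lower, with 95 lower and 33 higher among human transcripts and 49 higher and 24 lower among mouse transcripts. The median log2 ratio over the tested transcripts was 0.13, and scaling by the median of ratios gave 79 higher and 158 lower. A minimum of 50 counts gave 245 higher and 305 lower, and a minimum of 200 gave 50 and 53, both choices made before the data were examined. In Drop-seq, 913 transcripts were tested and none was changed 2-fold in either direction, where sampling gave a mean of 0.16. At a minimum of 50 counts, 16 Drop-seq transcripts were higher and 4 lower. The SD of the log2 ratios across transcripts, which are not replicates, was 0.92 in 10X and 0.26 in Drop-seq. Transcripts of 1 gene share sequence and can share reads, and 26 of the tested 10X transcripts (3.17%) had exactly the counts of another in every cell. Near copies are not in that share. The mouse transcripts ENSMUST00000168776 and ENSMUST00000172165, for example, went from 325 to 111 and from 326 to 113 counts. Transcripts called changed need not be separate changes.

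**Figure D3:**
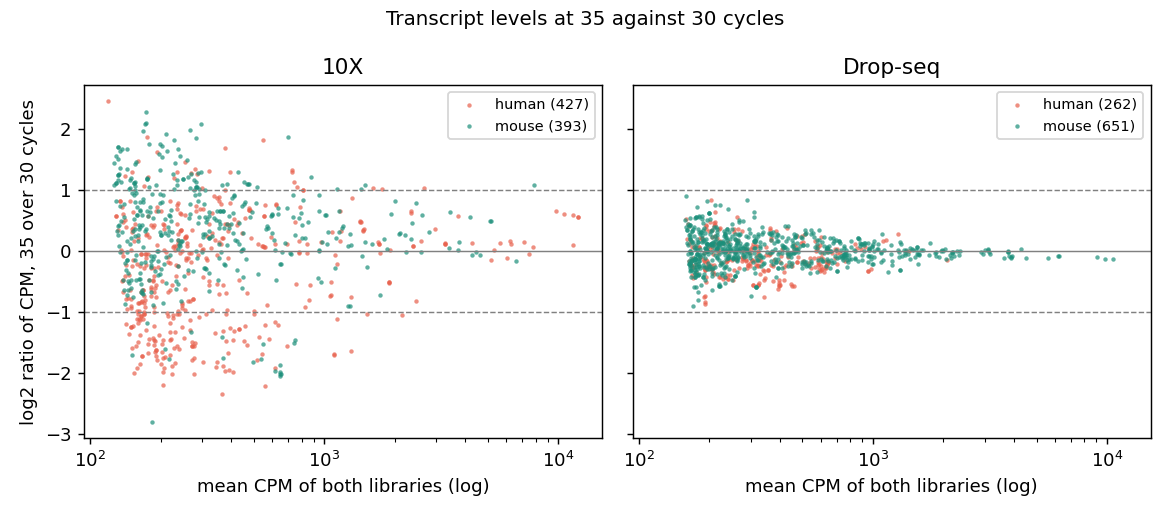
The log2 ratio of CPM at 35 over 30 cycles against the mean CPM of both libraries on a log axis, 1 point per transcript with at least 100 counts, coloured by species, with dashed lines at 2-fold. The 820 10X transcripts spread past both lines, with 115 above and 137 below, and the 913 Drop-seq transcripts stay between them.

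Transcripts named in the study's text for the effect of PCR cycles were read from both pairs. ENSMUST00000034966 had 298 counts at 30 cycles and 897 at 35 cycles in 10X, a log2 ratio of 1.09 (exact conditional interval 0.91 to 1.29). In Drop-seq it had 425 and 521 counts, a log2 ratio of -0.21 (-0.39 to -0.02). ENST00000532223 of IGLL5, a transcript of 3 exons on chromosome 22 from 22887780 to 22896107 in hg38, had 3051 and 6382 counts in 10X, a log2 ratio of 0.57 (0.51 to 0.63). Its ratio lay between 0.39 and 0.81 under the alternatives. ENST00000330494 of CHD3, on chromosome 17 from 7888789 to 7912755, had 3 counts at 30 cycles in Drop-seq and was listed at 0 at 35 cycles, which is under the minimum for a comparison.

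The lowest 10X ratios with a human gene name belonged to single transcripts of TBL1XR1, ACTB and C15orf40. ENST00000474363, a retained-intron transcript of TBL1XR1 on chromosome 3 from 177020754 to 177027830, went from 191 to 53 counts (log2 ratio -2.33, -2.81 to -1.90). ENST00000464611 of ACTB, on chromosome 7 from 5527151 to 5528098, went from 288 to 87 counts (-2.21, -2.58 to -1.87). Within shared barcodes its ratio was -1.64, outside that interval. Other ACTB transcripts with more counts fell far less. ENST00000462494, ENST00000646664 and ENST00000425660 had log2 ratios of -0.51, -0.51 and -0.50, so the value does not stand for the gene. ENST00000304177 of C15orf40, on chromosome 15 from 82994817 to 83011639, went from 105 to 32 counts (-2.19, -2.83 to -1.62). The lowest ratio of all tested belonged to the mouse transcript ENSMUST00000099224, from 101 to 20 counts (-2.80). The highest belonged to ENST00000399494 of HMGB1, on chromosome 13 from 30460907 to 30465242, from 11 to 89 counts (2.47, 1.61 to 3.58). Next was the mouse transcript ENSMUST00000105598, from 18 to 127 counts (2.29, 1.61 to 3.13).

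In Drop-seq the lowest ratio belonged to the mouse transcript ENSMUST00000062740, from 57 to 43 counts (-0.90, -1.51 to -0.31), and the highest to ENSMUST00000033458, from 28 to 75 counts (0.91, 0.28 to 1.60). A pair of RPS25 transcripts on chromosome 11, ENST00000527673 and ENST00000532567, also lay among the lowest, at -0.83 and -0.76. They overlap in the gene and can share reads, and over all barcodes the ratio of ENST00000527673 was -0.18.

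The most abundant human transcript in the cells was ENST00000361624 of MT-CO1, on the mitochondrial genome from 5904 to 7445, in all Drop-seq libraries and in 10X at 30 cycles. It held 1.12% of the counts in 10X at 30 cycles and 0.217% in Drop-seq at 30 cycles. In 10X at 35 cycles ENST00000532223 of IGLL5 was first, with 1.45% of the counts. ENST00000526893, another IGLL5 transcript, had 3049 and 6379 counts in 10X, close to the 3051 and 6382 of ENST00000532223. Transcripts of other genes moved alike. ENST00000390312 of IGLV2-14 had 2871 and 6109 counts (log2 ratio 0.60) and ENST00000390321 of IGLC1 had 2589 and 5606 (0.62). Which of these genes the reads came from was not tested, so the IGLL5 values need not be separate from theirs. The most abundant mouse transcript was ENSMUST00000103410 in all Drop-seq libraries, with 1.11% of the counts at 30 cycles. The 10 most abundant transcripts of each library held 8.48% of the counts in 10X at 30 cycles and 11.3% at 35 cycles, and 6.61% and 6.20% in Drop-seq.

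The last Drop-seq sample, with a homotrimer in the template switch oligonucleotide, gave 14768 reads with polyA of 37000 reads, or 39.9% (exact interval 39.4 to 40.4%). The accuracy of a common molecular identifier was not analysed here.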

Values the study reported

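The study reported 50 differentially expressed transcripts between its 10X libraries of 20 and 25 cycles. For Drop-seq it reported over 300 differentially regulated transcripts with monomer UMIs and none with homotrimer correction. JJN3 and 5TGM1 cells were mixed at a ratio of 20:80 for Drop-seq, and 3,300 cells at a 50/50 split were loaded for 10X.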

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

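The tests of free RNA, of doublets, of species among near barcodes, of chance sharing of barcodes, of depth for ENSMUST00000034966 and of abundant transcripts in the detection of transcripts were chosen only after the result was seen. No difference between platforms in this part was itself tested, because each group held 1 library.

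The share of mixed cells moved in opposite directions with cycles on the platforms, by 1 percentage point in 10X and -3.4 points in Drop-seq. Both moves lay within overlapping counting intervals. Taking all barcodes with at least 100 counts turned both around, from 11% to 9.61% in 10X and from 9.55% to 12.8% in Drop-seq, and at 95% purity the 10X share also fell, from 15.6% to 14.95%. Within barcodes that were cells in both libraries the share was 11.4% at both cycle numbers in 10X, a move of 0 points, and moved by -0.673 points in Drop-seq. The opposite movement may therefore come from which barcodes were taken as cells. Of the shared barcodes mixed at 30 cycles, 93.2% in 10X and 82.1% in Drop-seq were mixed again at 35 cycles, against 11.4% and 5.61% of all shared barcodes. These shared barcodes were 176 of the 188 mixed cells in 10X and 28 of the 43 in Drop-seq. That argues against mixing after the library was split as the whole source of the mixed cells, and the 15 mixed Drop-seq cells that were not shared were not tested. Free RNA in the droplets would give mixed cells fewer counts than single-species cells. In 10X at 30 cycles mixed cells had a median of 142 counts against 118, a ratio of 1.20, which argues against free RNA as the whole cause there. In Drop-seq the ratio was 0.551, at medians of 146 and 265, which is consistent with free RNA. Doublets of a human and a mouse cell would give mixed cells more counts. At 35 cycles the ratio was 1.33 in 10X, which is consistent with doublets, and 0.653 in Drop-seq, at medians of 251 and 384.5, which argues against doublets as the whole source there. Doublets that paired shallow barcodes were not tested.

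Transcripts per cell at 200 counts had a ratio of 35 over 30 cycles of 0.946 in 10X and 1.01 in Drop-seq. Without the 10 most abundant transcripts the 10X ratio was 0.982 (0.931 to 1.03 from the intervals of both medians). Abundant transcripts taking more counts at 35 cycles could thus account for part, all or none of the 10X ratio, since the interval holds both 1 and the first value. The sign of the 10X ratio also depends on the depth chosen, and the smallest stored value can still move the ratio on both platforms.

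ENSMUST00000034966 was higher at 35 cycles in 10X, at a log2 ratio of 1.09, and lower in Drop-seq, at -0.21. Thinning the 35-cycle 10X library to the 30-cycle total left 1.09, which argues against depth as the cause. The 10X value was 0.89 within shared barcodes, under its counting interval, 0.91 by CPM within species and 0.97 by the median of ratios, all below 2-fold, so whether it passed 2-fold depended on the choice of cells and on the scaling. The cycle number, the counting method and the platform's chemistry stay open, and no biological explanation was tested.

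Barcodes of the 25-cycle Drop-seq library, which no comparison used, appeared again in the other Drop-seq libraries. Its cells included 454 of the 500 cells at 30 cycles and 457 of the 500 at 35 cycles. Random barcodes of the same base composition shared at most 3 and 4 in 100 draws, and the 10X libraries shared 4 and 4, so chance is argued against. All 388 and 401 shared cells that were of 1 species in both libraries had the same species. The 25-cycle library may therefore come from the same captured cells as the later Drop-seq pair, though its label gives another number of cells. This rests on the 454 and 457 shared barcodes and was not stated in the labels. The study describes a Drop-seq PCR product that was split and amplified to cycle numbers including 25, 30 and 35. Whether the libraries here came from that split is not stated.

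Barcodes outside the cells held 76.3% of the counts in the 25-cycle library, 51.6% and 56.3% in Drop-seq at 30 and 35 cycles, and 36.9% and 40.7% in 10X. Barcodes 1 mismatch from a cell were 4.70 times as frequent as random ones in Drop-seq and 3.87 times in 10X. By what was written down before, such an excess alone would have been read as barcode errors on both platforms, and the species match, chosen after, changed that reading for 10X. Errors in a cell's barcode would also carry over its species. In Drop-seq at 30 cycles 90.9% of these near barcodes (89.3 to 92.3%) had the species of their cell, against 55.3% for unrelated pairs and 89.7% if the whole excess came from errors. In 10X it was 54.8% (52.6 to 57.0%), against 50.7% for unrelated pairs and 87.0% if the excess came from errors. Barcode errors may thus explain the near barcodes of Drop-seq, and are argued against for most of those in 10X, where the cause of the excess, including how the stored barcodes were shortened, stays open. Near barcodes held 10.6% of the counts outside cells in Drop-seq at 30 cycles, so most of those counts have no tested cause. The 25-cycle library was not tested in this way.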

How the results depend on the processing

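No paired analysis was possible because each group held 1 library, and the shared barcodes pair cells and not libraries. Of 147 alternatives to the values that answer a comparison, 77 stayed within the interval of the value or within 1.5 times a count, 68 moved and 2 changed direction. Of 161 alternatives to single transcripts, 139 stayed, 22 moved and 0 changed direction. The cause was not tested for any move below, beyond what each setting does by construction. Settings that leave out the smallest stored values were chosen after the data were seen.

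With at least 100 counts per cell, the Drop-seq ratio of medians changed direction, to 0.948, and its ratio of totals was 1.55. The 10X ratios were then 1.05 for medians and 1.90 for totals. More barcodes passed at 35 cycles, which by construction raises a ratio of totals and lowers a ratio of medians. The 10X ratio was 1.31 over the 1236 shared barcodes with at least 100 counts in both libraries, fewer than the 1541 shared cells. The 10X ratio of transcripts per cell changed direction at 100 counts, to 1.02, and was 0.879 at 400 counts. In Drop-seq it was 1.19 at 100 counts.

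Median counts per cell at the minimum of 100 were 172 in the 25-cycle library, 229 and 217 in Drop-seq, and 150 and 158 in 10X. With the number of cells halved they were 512, 531 and 746.5, and 176 and 245, by construction. Without values below 3 the 25-cycle median was 136.

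The mixed share at the minimum of 100 was 21.5% in the 25-cycle library, 12.8% in Drop-seq at 35 cycles and 11% in 10X at 30 cycles. With 9.55% in Drop-seq at 30 cycles and 9.61% in 10X at 35 cycles, the change with cycles turned around on both platforms. With cells halved it was 9.6%, 4.0% and 2.8% in the Drop-seq libraries from 25 to 35 cycles, and 11.7% and 13.6% in 10X. At a purity of 80% it was 6.8%, 5.2% and 2.8% in Drop-seq and 7.95% in 10X at 30 cycles. At 95% it was 44%, 15.2% and 12.4% in Drop-seq and 15.6% and 14.95% in 10X. The human share of single-species cells moved to 21.6% at 95% purity and 36.3% without values below 3 in the 25-cycle library, to 30.5% in Drop-seq at 35 cycles with cells halved, and to 58.3% in 10X at 30 cycles at 95% purity. The median share of the other species in the 25-cycle library was 4.06% at 80%, 2.50% at 95% and 0% without values below 3.

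The ratio of totals with cells halved was 1.37 in 10X and 1.39 in Drop-seq. It was 1.44 and 1.49 with barcodes 1 mismatch apart merged, and 1.36 in 10X without the 10 most abundant transcripts. Leaving out the smallest stored value gave 1.93 for totals and 2.07 for medians in 10X, and 1.45 for totals in Drop-seq. The shared-barcode ratio in 10X was 1.37 for human and 1.51 for mouse cells.

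The 10X transcripts changed 2-fold were 245 higher and 305 lower at a minimum of 50 counts, and 50 and 53 at 200. Over all barcodes 147 were higher and 209 lower, and over shared barcodes 60 were higher and 99 lower. Leaving out the smallest stored value gave 30 and 41, and the 2 smallest values 15 and 18, with fewer transcripts tested. In Drop-seq a minimum of 50 gave 16 higher and 4 lower, all barcodes gave 4 higher, and at least 100 counts per cell gave 1 lower. Leaving out the smallest value gave 3 higher there, and the 2 smallest 10 higher and 4 lower. Depth limits how many transcripts can be tested, which in 10X was 820 at a minimum of 100 counts, 1715 at 50 and 396 at 200.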

Other observations

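The tests of length and GC content together, of UMI errors by abundance and of genes of cell types were chosen only after the result was seen.

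The 252 10X transcripts changed 2-fold had no tested explanation that accounted for all of them. Thinning the 35-cycle library to the 30-cycle total left 204 changed of 679 tested, 194 of them among the 252, which argues against depth. Within shared barcodes 159 were changed of 705 tested, which argues against the choice of cells as the whole cause. The choice of cells as a part of the cause was not ruled out. Without the top barcode of each transcript 237 were changed of 772, which argues against a single barcode. Leaving out more barcodes per transcript was not tested. Over the 391 human transcripts with a length, the log2 ratio fell with length (Spearman rho -0.46 across transcripts, which are not independent) and rose with GC content (0.43). The lower transcripts had a median length of 5635 bases against 2799 for all. Before any trend was removed 137 of them were changed. Removing the length trend left 86 changed, 70 of them among the 137, and removing the GC trend left 77, 60 of them among the 137. Removing both in a quadratic fit, less flexible than the single trends, left 86, 72 of them among the 137. Binomial sampling gave at most 1 over the human transcripts, and all of these numbers were also over 3 times the larger expectation from whole entries. The rule first applied asked if over 50% stayed changed, by which GC content would have been taken as a fitting cause and length narrowly not. It was replaced, after these values were seen, by a comparison with sampling, which argues against each trend as the whole cause. Length or GC bias may still be a part of the pattern. Length and GC content were themselves correlated (rho -0.52), so their parts were not separated. The mouse transcripts were not tested for either.

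In Drop-seq the log2 ratio had almost no trend with length or GC content (rho 0.03 for each, over 240 human transcripts). The test of depth there decided nothing, since 0 transcripts were changed before thinning and 0 after it.

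UMI errors that inflate abundant transcripts could raise the log2 ratio with abundance. After matching depth rho was 0.17 over all 10X transcripts, 0.32 over human and -0.06 over mouse transcripts. This cannot be told apart from other causes, because the species went different ways and read depth was not given.

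The human cells of the platforms held genes of different cell types, though every label names JJN3, a myeloma line of the plasma cell lineage. With values below 3 left out everywhere, 10 plasma-cell genes took 4.19% of the human counts in human cells of 10X at 30 cycles. IGLC1 led with 1728 of their 2014 counts, before JCHAIN with 166. Only 5 of the 10 genes had counts left there, and XBP1 and IRF4 had 0. In Drop-seq at 30 cycles the 10 genes took 5 counts, all of MZB1, where the 10X share would give 2815. This argues against the smallest stored value as the cause. In the other direction 15 T-cell genes took 251 counts in Drop-seq at 30 cycles, led by CD1E with 82, CD3G with 73 and TRBC1 with 50. Only 7 of the 15 genes had counts there, and CD3E, TRAC and LCK had 0. The T-cell genes took 336 counts at 35 cycles and 294 in the 25-cycle library. They took 0 counts in both 10X libraries, where the Drop-seq share would give 180 at 30 cycles. The 180 assumes that leaving out values below 3 acts equally on both platforms. Human counts left were 48043 over 1006 human cells of 10X at 30 cycles and 67144 over 166 in Drop-seq. Shallower cells lose more entries in this way, which may have removed T-cell values in 10X. The 0 therefore cannot show that these genes were absent. A stored T-cell value was present in 26 of the 166 human cells of Drop-seq at 30 cycles. The values are consistent with a human line of the T-cell lineage in the Drop-seq libraries and of the plasma cell lineage in 10X, which would go against the label of the Drop-seq libraries. The genes were chosen after a look at the data and do not identify a line, so which line was used stays open. If the lines differ, the human values of 10X and Drop-seq also differ in cell type.

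The rise in UMI counts per cell did not rest on a few transcripts. Without the 10 most abundant the ratio of totals was 1.36 in 10X and 1.42 in Drop-seq.

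Among the 254 transcripts tested on both platforms, 144 (56.7%) had log2 ratios of opposite sign, with a Spearman rho of -0.02 across transcripts. In the shared cells of Drop-seq, the 36 entries with over 100 counts at 25 cycles had a median of 139 there, 33 at 30 cycles and 33.5 at 35 cycles. Entries of 20 to 30 counts at 25 cycles had a median of 23 there, 9 at 30 cycles and 11 at 35 cycles, and entries of 3 to 5 counts had a median of 4 there, 4 at 30 cycles and 5 at 35 cycles. The entries were chosen by their counts at 25 cycles, which by itself lowers the others for high entries, and the smallest stored value bounds the others from below. The cause was not tested.

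The 10X transcripts changed 2-fold numbered 252 here. That is higher than the number quoted from the study above, which came from a test of significance and not from a rule of size. The Drop-seq transcripts changed 2-fold numbered 0 here. That is lower than the number quoted for monomer UMIs and the same as the none quoted for homotrimer correction, both from a test of significance, and the counting method of the file used is not stated. Human cells were 36.3% of single-species Drop-seq cells at 30 cycles. That is higher than the share in the mixture quoted from the study above.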
